A study of Drosophila melanogaster with 24 samples.

How the data were processed

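The series covers 24 libraries from Drosophila melanogaster embryos at the cellular blastoderm stage, in 6 groups. The labels describe 4 ChIP groups of 3 libraries each. These are Medea in wild-type embryos, Medea in zen mutant embryos, phosphorylated Mad in wild-type embryos, and a negative control in embryos without the GFP tag. Medea was precipitated through a GFP tag. The other groups are ATAC libraries from single embryos, 7 from wild-type and 5 from zen mutant embryos. The wild-type ATAC embryos carry the genotype label TM3, the name of a balancer chromosome. Samples were grouped by their titles.

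The analysis started from 2 peak lists deposited by the authors, one for Medea ChIP in wild-type embryos (the Med list) and one for ATAC in wild-type embryos (the ATAC list). The labels attach each list to every library of its group, so a list describes a group as a whole. Neither list carries a value per library. The other 4 groups, including the negative control, were not analysed here. Per the labels' protocols, ChIP embryos were fixed with formaldehyde and sorted by stage, and their chromatin was sonicated. The bead-bound chromatin was then cut and tagged with Tn5 transposase. Tn5 was also used on the nuclei for ATAC, so both kinds of library depend on where this enzyme cuts.

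Both lists have the narrowPeak layout. The deposited fold enrichment of each peak is read here as a ratio over a background that the file does not name, from the layout and the range of its values. The header of the Med list carries a mark that points to a GFP control. The deposited significance of each peak was read from the −log10 q-value, and the −log10 p-value beside it was not used here. The summit is deposited as an offset in bases from the start of the interval. The peak caller, the aligner, the handling of replicates and the genome build are not stated in the labels or headers. The name of the Med list in its header holds the mark fe5, and that of the ATAC list holds fe2. The lowest listed fold was 2 in both lists. If the marks are fold thresholds, the mark and the values of the Med list differ, either because the threshold applied to another quantity or because another list was meant. Which of these holds was not settled, and every fold given for the Med list carries that limit. The headers also hold a mark that reads as a q-value of 0.001. The lowest −log10 q-value was 7.12 in the Med list and 22.4 in the ATAC list, both far beyond that mark, so a further filter that the headers do not name may have been applied. Folds are the authors' values and were used only to describe, rank or filter peaks within each list. Read depth per library is unknown from these lists. Intervals on shares of peaks therefore cover counting error over peaks only, not variation between embryos or libraries.

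In the ATAC list, 1342 intervals appear with several summits. The 6818 listed summits were reduced to 4954 intervals, each with the summit of the highest fold. The 1253 Med peaks each have 1 summit. All peaks lie on the 6 chromosome arms 2L, 2R, 3L, 3R, 4 and X. Coordinates are those of the lists, written 1-based.

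Gene names came from a RefSeq gene table of the assembly Release 6 plus ISO1 MT. Because the lists name no build, the table's coordinate frame was tested on the data. On the 6 arms, between 32.7% and 57.4% of ATAC summits lay within 500 bp of an end of a protein-coding gene. After all gene positions had been shifted by 1, 10 or 100 kb, the range was 10.3% to 22.1%. The table was therefore used to name genes and to assign peaks to gene windows, and no coordinate from it is given. It covers 13911 protein-coding genes on these arms. It was used without strand, transcripts or sequence. Exons, introns and transcription start sites were not analysed here, nor were sequence motifs. A planned comparison of peaks at transcription start sites was replaced by one of peaks near either end of a gene, and the planned motif comparison was not made.

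A Med peak and an ATAC interval sharing 1 bp or more counted as overlapping. The expected overlap came from 10000 random placements of the Med peaks on their own arm with widths kept, the arm being bounded by its outermost ATAC intervals. Median log2 folds were compared with permutation tests of 100000 permutations. Summit distances were set against 10000 draws of a uniform position within the same ATAC interval. Clustering was set against 10000 draws of as many ATAC intervals per arm. Gene counts were set against 10000 random lists of protein-coding genes matched on the number of ATAC intervals per gene window. The window of a gene is its span extended by 10 kb on each side. Shares were compared with Fisher's exact test. All tests were two-sided, and p-values were adjusted over the 11 tests by the Benjamini-Hochberg method. The smallest p-value was 0.0002 for the tests with 10000 draws and 1e-05 for the permutations. Peaks are regions of 1 list each and are not independent replicates.

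The gene lists and the rule for named items were written before the data were examined, as were the tests, except those near gene ends and those between gene lists. They hold 19 dorsal genes, 15 ventral or lateral genes and 15 anterior-posterior genes. Of these 49 genes, 48 matched the table by symbol and 1, h, through an older symbol. The rule named the 10 Med peaks and the 3 ATAC intervals with the highest fold, and every gene of the dorsal list. A named peak was given the gene whose span holds its summit, or otherwise the gene with the nearest end, in place of the nearest transcription start site. The ventral and anterior-posterior genes named in the text, and the region on X, were chosen after their values were seen.

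The functions were tested on simulated data. The overlap function differed from a direct search in 0 of 1253 peaks. A planted overlap of 300 peaks was recovered as an excess of 290. Random input gave p-values under 0.05 in 4% of 200 simulated sets for the placement test, 1.5% of 200 for the median test and 3.5% of 200 for the correlation. The figures were 2% of 50 for clustering and 0.5% of 200 for gene lists. Alternatives tried were stricter lists, other overlap rules, other windows, other null models and matching on width or fold. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, numba 0.67.0 and Matplotlib 3.10.9 were used.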

Results

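Medea is the Drosophila co-Smad, which enters the nucleus with phosphorylated Mad when BMP ligands signal. In the blastoderm embryo BMP signalling is highest along the dorsal midline. Medea binding sites were mapped by ChIP of a GFP-tagged Medea in 3 wild-type libraries. Accessible chromatin was mapped by ATAC, which marks DNA open to Tn5 transposase, in 7 wild-type single-embryo libraries. Each group is represented by 1 peak list. There are no values per replicate, so no value below has a replicate error, and every test compares regions within the lists. The read depth of the libraries is unknown from the lists.

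The Med list held 1253 peaks with a median width of 499 bp (interquartile range 320 to 736). Their median listed value in the fold enrichment column was 2.31 (2.12 to 2.74), and the highest was 20.6. A fold under 3 was listed for 1022 peaks (81.6%) and a fold of at least 5 for 61 peaks (4.87%). Med peaks covered 0.792 Mb in total. The ATAC list held 4954 intervals with a median width of 803.5 bp (529 to 1185). Their median fold was 2.39 (2.17 to 2.69), and the highest was 29.0. A fold under 3 was listed for 4345 intervals (87.7%) and a fold of at least 5 for 37 (0.747%). ATAC intervals covered 4.54 Mb. By arm, the Med list held 221 peaks on 2L, 292 on 2R, 259 on 3L, 300 on 3R, 17 on 4 and 164 on X. The ATAC list held 846, 944, 1062, 1190, 107 and 805 intervals on the same arms.

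The first comparison asked whether Medea binding sites lay in accessible chromatin. Of the 1253 Med peaks, 644 overlapped an ATAC interval, a share of 51.4% (95% Wilson interval 48.6 to 54.2). Random placement on the same arm gave a median share of 5.67%, with 95% of placements between 4.47% and 7.02% (n = 1253, p = 0.0002, the smallest the test can give; adjusted p = 0.000314). The remaining 609 peaks (48.6%) overlapped no ATAC interval. The alternative that moved this share most kept only the ATAC intervals with a −log10 q-value at or above the median. The share was then 36.3%, also with p = 0.0002 (n = 1253).

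The overlap was also computed by strength of binding. In the 5 quintiles of Med fold, from weakest to strongest, 49.8%, 54.4%, 54.2%, 50% and 48.6% of peaks overlapped an ATAC interval. The medians of random placement in these quintiles lay between 5.18% and 7.17%, the highest being that of the strongest quintile. The Wilson interval of the weakest quintile was 43.7 to 55.9 and that of the strongest was 42.5 to 54.8, so the difference between them was within the counting error. Among the 61 peaks with a fold of at least 5, the share was 55.7%, against a random median of 8.20%. The shares were not compared at equal peak width.

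**Figure D1:**
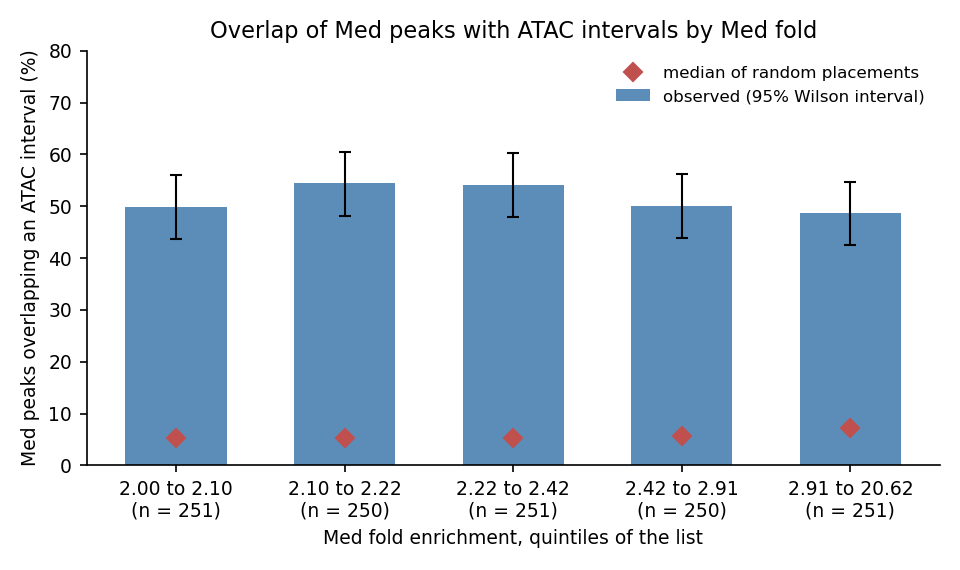
Share of Med peaks overlapping an ATAC interval (y axis, %) in 5 quintiles of Med fold enrichment (x axis, with the number of peaks in each). Bars show the observed share with its 95% Wilson interval and diamonds the median of random placements. The observed shares lie between 48.6% and 54.4%, and the random medians between 5.18% and 7.17%.

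Fold enrichment was then compared within each list. A Med peak overlapped 639 of the 4954 ATAC intervals (12.9%). These had a median ATAC fold of 2.52 (interquartile range 2.22 to 2.87), against 2.37 (2.16 to 2.67) in the 4315 intervals without a Med peak. The difference in median log2 fold was 0.09 (permutation p = 1e-05, the smallest the test can give; adjusted p = 5.5e-05). Intervals with a Med peak were also wider, with a median of 906 bp against 791 bp. Within deciles of width the difference in median log2 fold was 0.07 (permutation p = 1e-05). Among ATAC intervals with a −log10 q-value at or above the median, the difference was 0.0067 and was no longer past the threshold (permutation p = 0.561).

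Med peaks inside ATAC intervals had a median Med fold of 2.30 (2.12 to 2.73, n = 644), and those outside had 2.32 (2.13 to 2.74, n = 609). The difference in median log2 fold was -0.02 and was not past the threshold (permutation p = 0.523; adjusted p = 0.523). It was past the threshold at -0.0954 among Med peaks with a −log10 q-value at or above the median (permutation p = 0.0031). It was also past it, at -0.0400, where at least 50% of the Med peak had to overlap (permutation p = 0.0496). Its sign changed to 0.11 among Med peaks with a fold of at least 5 (permutation p = 0.353) and to 0.04 among peaks over 500 bp from a gene end (p = 0.129).

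Across the 644 Med peaks that overlapped an ATAC interval, Med fold was compared with the highest ATAC fold at the same place. Spearman's rho was 0.053 (permutation p = 0.181; adjusted p = 0.214). Pearson's r on log2 folds was 0.151 (permutation p = 0.00069). It was no longer past the threshold without the outer 1.5 Mb of each arm, at 0.0570 (permutation p = 0.167), and it changed sign to -0.186 among peaks with a Med fold of at least 5 (permutation p = 0.304). The rank correlation was past the threshold under 3 alternatives. It was 0.0928 with the ATAC interval of the nearest summit (permutation p = 0.0184), 0.0865 where at least 50% of the Med peak had to overlap (p = 0.0341) and 0.108 over 500 bp from gene ends (p = 0.0373). It changed sign to -0.117 among the 34 peaks with a Med fold of at least 5 (permutation p = 0.506). This is a correlation across regions, which are not independent replicates.

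The position of the Med summit within the accessible interval was compared with a uniform position. The median distance from the Med summit to the ATAC summit was 54 bp (interquartile range 22 to 188, n = 644). Uniform positions in the same intervals gave a median of 219.5 bp, with 95% of draws between 200.5 and 239.5 bp (n = 644, p = 0.0002; adjusted p = 0.000314). Of the 644 Med summits, 628 lay inside the ATAC interval used for the distance, the one with the highest fold, and 633 lay inside any ATAC interval. The distance moved most among peaks with a Med fold of at least 5, to 131.5 bp (n = 34, p = 0.016).

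Med peaks were compared with ATAC intervals in their spacing. Another Med summit lay within 10 kb for 579 of 1253 Med peaks (46.2%). Equal numbers of ATAC intervals drawn per arm gave a median of 21.5%, with 95% of draws between 18.7% and 24.5% (n = 1253, p = 0.0002; adjusted p = 0.000314). With Med peaks less than 1 kb apart joined, the share was 34.2% against a median of 19.6% (n = 1124 joined peaks, p = 0.0002).

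Summits near gene ends were compared between the Med list and the ATAC intervals without a Med peak. An end of a protein-coding gene lay within 500 bp of the summit for 360 of 1253 Med peaks (28.7%) and for 2274 of 4315 ATAC intervals without a Med peak (52.7%). The odds ratio was 0.362 (Fisher's exact test p = 7.13e-52; adjusted p = 7.84e-51). It was lowest, 0.101, for the 61 Med peaks with a fold of at least 5 (Fisher's exact test p = 6.27e-12). This comparison was chosen after the data were seen. It sets all Med peaks, 609 of them outside ATAC intervals, against ATAC intervals only. The odds ratio therefore mixes Med binding with absence from the ATAC list. Of the 639 ATAC intervals with a Med peak, 357 had a summit over 500 bp from a gene end. ATAC intervals with and without a Med peak were not tested against each other here.

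On the X chromosome lay 164 of 1253 Med peaks (13.1%) and 709 of the 4315 ATAC intervals without a Med peak (16.4%). The odds ratio was 0.766 (Fisher's exact test p = 0.0041; adjusted p = 0.00564). It was 0.874 and no longer past the threshold (Fisher's exact test p = 0.188) when the outer 1.5 Mb of each arm was left out. It also lost significance with either list restricted to −log10 q-values at or above its median and among Med peaks with a fold of at least 5.

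Genes known to be patterned along the embryo's axes were examined in preset lists. Of all 13911 protein-coding genes, 2545 (18.3%) had a Med peak in their window. Of the 19 dorsal genes, many of them BMP targets, 18 had a Med peak in the window. Random lists matched on ATAC intervals gave a median of 6, with 95% of lists between 3 and 10 (n = 19, p = 0.0002; adjusted p = 0.000314). Of the 15 ventral or lateral genes, 8 had a Med peak, against a random median of 5 (2 to 9), which was not past the threshold (n = 15, p = 0.194; adjusted p = 0.214). It was past the threshold, with the same 8 genes counted, under unmatched random lists (n = 15, p = 0.0044). Of the 15 anterior-posterior genes, 13 had a Med peak, against a random median of 4 (1 to 8; n = 15, p = 0.0002; adjusted p = 0.000314). The dorsal and ventral shares differed (Fisher's exact test p = 0.0113). No difference was detected between the dorsal and anterior-posterior shares (Fisher's exact test p = 0.571). Both of these tests were added after the data were seen.

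**Figure D2:**
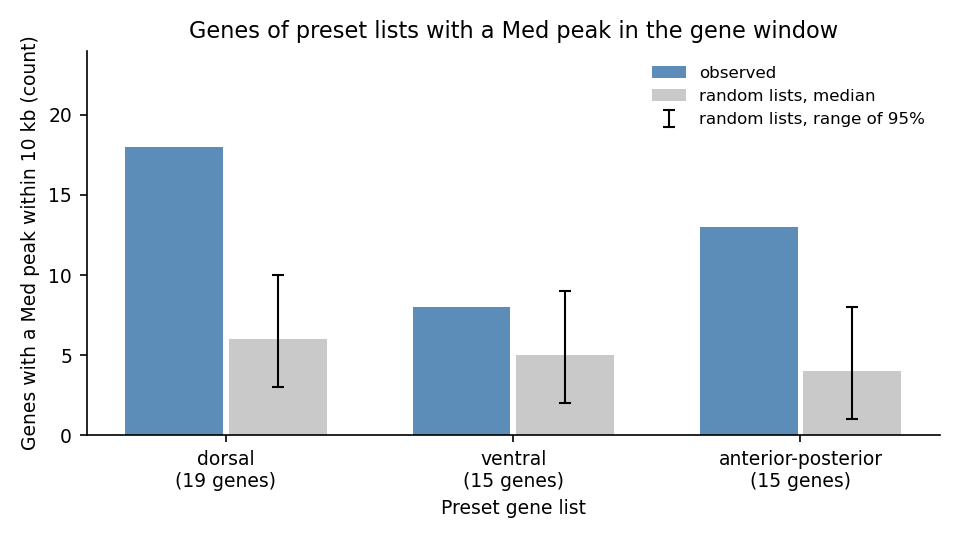
Number of genes with a Med peak in the gene window (y axis, count) for 3 preset gene lists (x axis). Blue bars show the observed count, grey bars the median of 10000 random gene lists matched on ATAC intervals, and error bars the range that holds 95% of those lists. The observed counts of 18, 8 and 13 compare with random medians of 6, 5 and 4.

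A Med peak with a fold of at least 5 lay in the window of 10 of 19 dorsal genes, 2 of 15 ventral genes and 0 of 15 anterior-posterior genes. At egr the highest Med fold was 15.0 (2R, 10076286 to 10078937). At net it was 10.4 (2L, 88737 to 92487). At zen it was 9.95 (3R, 6762123 to 6763650). At pnr it was 9.06 (3R, 16028534 to 16029970). At ush it was 8.28 (2L, 517685 to 519848). At Doc2 it was 7.83 (3L, 9028814 to 9030205) and at Doc3 5.47 (3L, 9016869 to 9018096). At cv-2 it was 6.03 (2R, 21366590 to 21368386). At Dtg it was 5.59 (3R, 12645440 to 12646806). At dpp it was 5.44 (2L, 2456346 to 2457534), where the window held no ATAC interval.

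The other dorsal genes had lower folds. The highest Med fold was 4.86 at zen2, 4.11 at Doc1, 3.37 at Dad, 3.32 at tup, 3.32 at C15, 2.74 at peb, 2.29 at tld and 2.21 at Ance. The window of rho held no Med peak when extended by 10 kb and 1 Med peak when extended by 20 kb. The genes Doc1, Doc2 and Doc3 are neighbours, as are zen and zen2. Their windows can share peaks, so the genes of this list are not independent.

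The 10 Med peaks with the highest fold were examined singly, and 4 of them overlapped an ATAC interval. The highest fold, 20.6, was listed on X (52167 to 54839). No protein-coding gene lay within 50 kb of its summit, SteXh:CG42398 being the nearest. The next was 19.2 on 3L (743968 to 745726), with its summit within hng3. Both lay in the outer 1.5 Mb of their arm, where neither repeats nor copy number were measured. A fold of 17.95 was listed on 3L (14149197 to 14152722), where Sox21b was the nearest gene. None of these 3 overlapped an ATAC interval. A fold of 15.8 on X (7320243 to 7323855) had its summit within Atg5 and CG1677, in the window of brk, and overlapped 1 ATAC interval. The peak at egr overlapped 2. A fold of 14.5 on X (7298603 to 7301622), within CG1677, overlapped none. The rule names the gene that holds the summit, so this peak may also lie in the window of brk. That window held 3 Med peaks, of which 2 overlapped an ATAC interval.

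The last 4 of these peaks had lower folds. A fold of 12.6 on 3L (14963954 to 14965301), nearest to Tom, overlapped no ATAC interval. Near CG32986 on 2L, the fold was 12.1 at 8848752 to 8850367, without an ATAC interval. It was 11.4 at 8845574 to 8848529, with 1. A fold of 11.9 on 3L (15038569 to 15041161) had its summit within Sytbeta, in the window of ind, and overlapped 1 ATAC interval. With at least 50% of the Med peak required to overlap 1 ATAC interval alone, none of the 4 peaks with an ATAC interval retained it. With the Med summit required inside the ATAC interval, the peaks in the windows of brk and ind retained none. The peak at egr and that with a fold of 11.4 on 2L each retained 1. The 4 Med peaks were 2593 to 3613 bp wide.

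**Figure D3:**
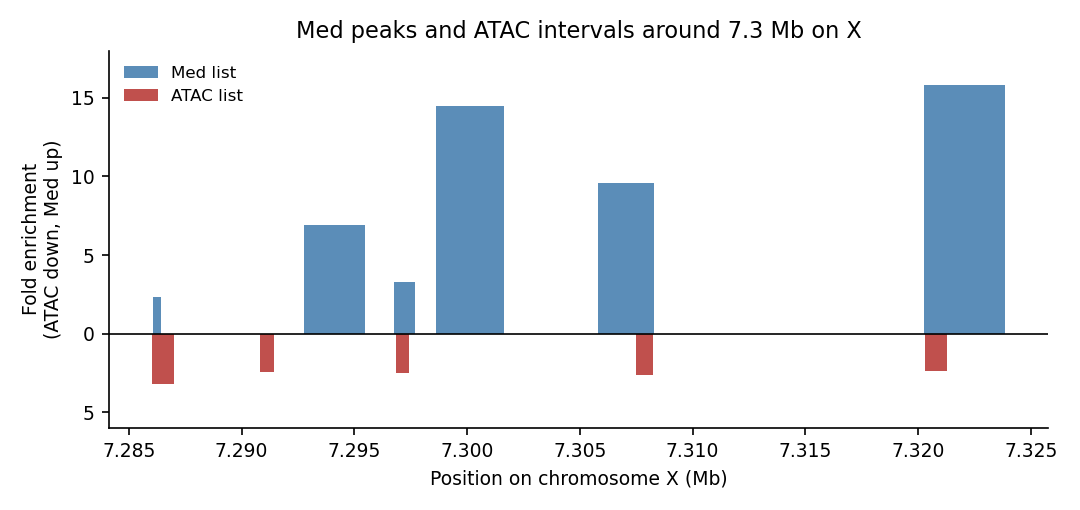
Med peaks (upward) and ATAC intervals (downward) on chromosome X around the Med peaks with folds of 15.8 and 14.5, drawn to scale by position (x axis, Mb) and fold enrichment (y axis). Of the 6 Med peaks, 4 overlap 1 of the 5 ATAC intervals, and the peak with a fold of 14.5 does not.

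The 3 ATAC intervals with the highest fold all lay on X. The folds were 29.0 at 23216646 to 23217607, 24.3 at 23221989 to 23223638 and 22.8 at 22433009 to 22433198. The first 2 each overlapped 1 Med peak and had no protein-coding gene within 50 kb, ATbp being the nearest. The nearest gene to the other was CG14621. ATAC intervals with a fold of at least 5 lay in the outer 1.5 Mb of 2L, 2R, 3L, 3R or X in 27 of 37 cases (73.0%), against 540 of 4917 (11.0%) for lower folds. All of chromosome 4 was counted as not outer in these shares, with 4 of the 37 intervals of high fold.

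Of the 11 tests in this family, 8 had an adjusted p-value under 0.05. The tests that did not were those of Med fold inside and outside ATAC intervals, of the rank correlation and of the ventral list.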

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

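The alternatives on stricter q-values, overlap rules, windows and null models were chosen before the data were examined. Those on a fold of at least 5, on the outer 1.5 Mb of the arms, on gene ends (random placement near them included), on joined peaks and on gene length were chosen after. So were the summit distance for Med summits inside the ATAC interval and every alternative of the comparison near gene ends. Over the 11 comparisons, 76 of 92 alternatives kept both direction and side of the threshold. The overlap share (36.3% to 56.1%), the summit distance (39 to 131.5 bp), the clustering (23.5% to 58.2%), the odds ratio near gene ends (0.101 to 0.381) and the dorsal list (10 to 19 genes) did so under every alternative run. Using main arms only removed no peak and is no test of stability, but its unchanged results are counted among the 76 and the 92.

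With Med peaks at or above the median −log10 q-value (627 peaks), the difference in Med fold inside and outside ATAC intervals passed the threshold at -0.0954 (permutation p = 0.0031). So did the ventral list, with 8 genes (n = 15, p = 0.0044), while the X odds ratio of 0.819 no longer did. The −log10 q-value rises with read number as well as fold, so this list admits lower folds inside ATAC intervals, where the log2 of the −log10 q-value was higher by 0.31 at equal fold. The cause of the other changes was not tested. With ATAC intervals at or above their median −log10 q-value, the difference in ATAC fold was 0.0067 (permutation p = 0.561; range over all alternatives 1e-05 to 0.561) and the X odds ratio was 0.859, both no longer past the threshold. That filter selects on the strength of the ATAC signal itself, which narrows the range of ATAC folds. The cause of the change on X was not tested.

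With at least 50% of the Med peak overlapping, the difference in Med fold was -0.0400 (p = 0.0496) and the rank correlation 0.0865 (p = 0.0341), both now past the threshold. That rule moves wide Med peaks out of the shared set. The rank correlation also passed it at 0.0928 with the nearest summit and at 0.108 for summits over 500 bp from gene ends, where the difference in Med fold reversed to 0.0352. The cause was not tested. Without the outer 1.5 Mb of each arm, which also leaves out all of chromosome 4, the X odds ratio was 0.874 (Fisher's exact test p = 0.188). The cause of that change was not tested. With unmatched random lists the ventral list passed the threshold at 8 genes (n = 15, p = 0.0044). There the observed count stayed the same, and the random median fell from 5 to 3 once lists were not matched on ATAC intervals.

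Among the 61 Med peaks with a fold of at least 5, the difference in Med fold was 0.114 and the rank correlation -0.117, both reversed and neither past the threshold. The X odds ratio was 0.892 (Fisher's exact test p = 0.862), and the anterior-posterior list had 0 genes with such a peak (p = 1), below the mean of random lists, whose median was also 0. The small number of peaks limits each of these tests. It is not shown to be the cause of the count of 0, since the same peaks lay at 10 dorsal genes (n = 19, p = 0.0002).

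For the 10 strongest Med peaks, 8 of 30 alternatives changed the number of ATAC intervals. For the dorsal genes, 24 of 76 changed the number of Med peaks in the window by more than 1.5 times, 21 down and 3 up. No paired analysis was possible because each list covers its whole group and holds no values per replicate. For the same reason no replicate was left out in turn. The alternatives that needed transcription start sites, motifs or the base pairs per arm were not run. The read depth is unknown, which limits the statement on Med peaks outside the ATAC list to intervals that passed that list's own threshold.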

Other observations

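Of the 8 explanations tested in this part, 5 had their test chosen only after the result it bears on had been seen. The comparisons of summit distance by Med fold and of Med peaks at high ATAC folds were chosen after as well. No group that would separate a biological from a technical cause (the negative control, phosphorylated Mad or zen mutants) was analysed here.

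Among the 10 strongest Med peaks, 6 overlapped no ATAC interval. Over all 61 with a fold of at least 5 the overlap share was 55.7%, against 51.4% of the whole list, and over the 5 quintiles of Med fold it showed no steady rise. Background signal away from regulated genes is argued against as the whole source. Med peaks outside the ATAC list lay in the windows of 9 dorsal genes, against a median of 2 (0 to 5) in random lists matched on ATAC intervals (n = 19, p = 0.0004). That test draws on all 609 outside peaks, not the strongest alone, and says nothing of those away from dorsal genes. The 9 genes include the neighbours Doc1, Doc2 and Doc3, whose windows can share peaks. Random lists were drawn without regard to neighbours. A candidate explanation that stays open is that the ATAC list stops at a fold of 2 and leaves out weaker accessible regions. The share of ATAC intervals with a Med peak fell towards that limit, from 14.2% at a fold of 2.2 or more to 10.04% at 2.1 to 2.2 and 9.33% (71 of 761) at 2.0 to 2.1. At that lowest step 72 Med peaks still overlapped an interval, against a median of 10 (4 to 16) under random placement (n = 1253, p = 0.0002). Regions under the limit are not in the list, so these values do not show how many of the outside peaks they would hold. A further possibility, not tested, is that ATAC of whole embryos dilutes regions open only in the few dorsal nuclei with high BMP signalling.

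Med summits lay close to ATAC summits. Tn5 cut both kinds of library, so cutting in open chromatin may shape the position and the significance of Med peaks. Within the 10 deciles of Med fold, the log2 of the −log10 q-value was higher inside ATAC intervals than outside by 0.31 in the median (permutation p = 1e-05, the smallest possible). At equal fold, a higher −log10 q-value goes with more reads in the ChIP and its background. That difference, pooled over the deciles and not tested in each, is consistent with a contribution of Tn5 cutting to the reads at Med peaks in open chromatin. By Med fold, the overlap share was 49.8% in the weakest and 48.6% in the strongest quintile. Random placement with widths kept gave 5.18% and 7.17%. The shares were not compared at equal peak width, so they do not exclude a weak-peak effect. By significance the overlap share was higher, at 56.1% of the 627 Med peaks with a −log10 q-value at or above the median, against 51.4% of all. Med fold itself did not differ detectably inside and outside ATAC intervals in the main comparison (permutation p = 0.523). It was lower inside, by -0.0954 in median log2 fold, among Med peaks at or above the median −log10 q-value (permutation p = 0.0031). With at least 50% of the Med peak overlapping, the difference was -0.0400 (permutation p = 0.0496). Other alternatives reversed its sign without passing the threshold. The median summit distance was 52 bp for the 610 shared peaks with a Med fold under 5 and 131.5 bp for the 34 with a fold of at least 5 (permutation p = 0.00832). The strong peaks were wider, with a median of 1482.5 bp against 492 bp, and within deciles of Med peak width the distances no longer differed past the threshold (permutation p = 0.454). Of the 34, 25 fell in the widest decile, so that comparison is limited. Binding of Medea at the most open point of an interval was not tested separately and stays open.

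The first 1.5 Mb of the listed part of 2R held 62 Med peaks, while the other 9 arm ends of 2L, 2R, 3L, 3R and X held 8 to 24. Of the 62, 7 (11.3%) overlapped an ATAC interval, and the highest fold was 3.42. The 55 outside ATAC intervals had a median fold of 2.13, against 2.35 for the 554 such peaks elsewhere (difference in median log2 fold -0.14, permutation p = 0.00333). Raised background over the whole block, for example from a difference in copy number or strain, cannot be told apart from weak binding in pericentromeric chromatin, because the negative control was not analysed here. These peaks add to the count outside the ATAC list. Without the outer 1.5 Mb of the arms the overlap share was 54.3%.

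The highest ATAC folds gathered near arm ends. The odds ratio for lying in the outer 1.5 Mb was 21.9 for intervals with a fold of at least 5 against the others (Fisher's exact test p = 2.5e-18). Chromosome 4 counted as not outer here. The odds ratio was 35.6 without chromosome 4 and 34.3 with all of it counted as outer. Multi-copy or repeated sequence near the arm ends is a candidate explanation. It stays open, since the odds ratio describes only where the intervals lie, and neither repeats nor copy number were measured. A Med peak overlapped 12 of these 37 intervals (32.4%), against 12.8% of the others (Fisher's exact test p = 0.00164).

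The clustering of Med peaks could arise if 1 bound region were split into several listed peaks. After joining peaks less than 1 kb apart, 34.2% still had a neighbour within 10 kb (n = 1124, p = 0.0002), which argues against splitting as the whole cause. The excess of dorsal genes could arise from long genes with larger windows. Random lists matched on gene length held a median of 4 genes with a Med peak, against 18 (n = 19, p = 0.0002), which argues against gene length as the cause.

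The dorsal and anterior-posterior lists both exceeded their random lists in genes with any Med peak, yet they differed in strength. A Med peak with a fold of at least 5 lay at 10 of 19 dorsal genes and 0 of 15 anterior-posterior genes (Fisher's exact test p = 0.000727). The limit of 5 was set after the data were seen, so this restates the pattern. Without any limit, the highest Med fold per gene with a Med peak had a median of 5.46 in 18 dorsal genes and 2.63 in 13 anterior-posterior genes, a difference of 1.05 in median log2 fold (permutation p = 0.00043). The difference therefore does not depend on the limit of 5. It rests on the same folds as the split at 5, so it is not separate evidence against peaks of equal strength at both lists. Neighbouring genes are also not independent. One hypothesis is that the strong peaks mark BMP targets, while weak peaks may also gather at other genes active in the blastoderm. The 2 ventral genes with strong peaks were brk and ind.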
